# Coat colour in marsupials: genetic variants at the *ASIP* locus determine grey and black fur of the brushtail possum

**DOI:** 10.1098/rsos.240806

**Published:** 2024-07-31

**Authors:** Donna M. Bond, Andrew Veale, Alana Alexander, Timothy A. Hore

**Keywords:** coat colour, marsupial, brushtail possum, agouti signalling protein, *ASIP*

## Abstract

The possession of fur or hair is a defining characteristic of mammals and can occur in a variety of colours and patterns. While genetic determinants of coat colour are well described in eutherian ‘placental’ mammals, the other major mammalian infraclass, marsupials, is grossly understudied. The fur of the common brushtail possum (*Trichosurus vulpecula*), an iconic native mammal found throughout Australia and introduced into Aotearoa New Zealand, possesses two main colour morphs: grey and black. To identify genetic variants associated with coat colour, we performed a genome-wide association study (GWAS) with genotype by sequencing (GBS) data. Single nucleotide variants (SNVs) on chromosome 3, close to the *agouti signalling protein* (*ASIP*) gene that controls the temporal and spatial distribution of pigments in eutherian mammals, were identified. Fine-mapping identified a C>T variant at chr3:100483705 that results in a ASIP:p.Arg115Cys missense substitution, and animals homozygous for this variant have black fur. In addition to uncovering the first genetic determinant of coat colour in a natural marsupial population, comparative analysis of *ASIP* in divergent marsupial species identified the dasyurids as having accelerated evolution, reflecting their well described diversity of coat colour and pattern.

## 1. Introduction

Mammals are unique among vertebrates for nourishing their young with lactation and for the possession of fur. Mammalian fur and hair show a wide variety of colours and patterns, which can function to assist with camouflage, predator warning, thermoregulation and sexual selection [1,2]. The genetics underpinning mammalian fur colour has been extensively studied in a variety of mammals, including mice [3], humans [4], companion animals such as dogs [5,6], cats [7,8] and rabbits [9], and animals with economically important fibres such as alpacas, llamas [10] and sheep [11]. From this work, it is known that alterations in the synthesis of pigments (melanogenesis) and their transport to the skin and fibres (reviewed in [1,2]) are major determinants of coat colour variation. For example, during melanogenesis, two types of pigments can be produced: eumelanin and pheomelanin, and basic coat colour is defined by the relative proportion of the two pigments (figure 1*a*). Fur possessing only eumelanin pigment is black, while pheomelanin-only fur is yellow. Alternating bands of eumelanin and pheomelanin along the hair shaft give rise to a mottled grey/brown appearance that is termed agouti.

**Figure 1.**
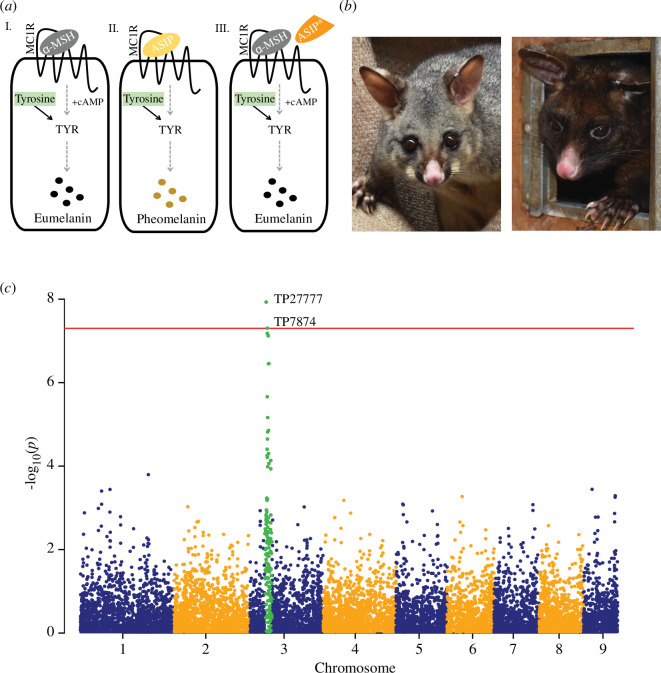
Variation in possum coat colour. (*a*) Simplified schematic representation of melanogenesis within a melanocyte (rounded square). Both pheomelanin and eumelanin (represented by mustard and black dots, respectively) are synthesized in a series of reactions (represented by grey dashed arrows), including the catalysis of tyrosine (green rectangle) by the rate-limiting enzyme tyrosinase (TYR; black arrows), into intermediate metabolites common to the (I) eumelanogenic and (II) pheomelanogenic pathways. The G-protein-coupled melanocortin 1-receptor (MC1R; represented by zig-zag line on surface of the melanocyte) is central to melanogenesis; if MC1R is bound by alpha-melanocyte stimulating hormone (α-MSH; grey oval), cAMP accumulates and eumelanin is produced (I); if agouti signalling protein (ASIP; yellow oval) is present, it will antagonize α-MSH and bind MC1R, reducing the accumulation of cAMP to promote pheomelanin production (II). Alternating bands of eumelanin (I) and pheomelanin (II) along the hair shaft give rise to a mottled grey/brown appearance that is termed agouti. Mutations that reduce the expression of *ASIP* or result in a non-functional ASIP protein (ASIP*; modified orange oval) lead to increased eumelanin production owing to the lack of α-MSH antagonism (III). (*b*) Example of a grey (left) and black (right) colour morph possum. (*c*) Manhattan plot representing the *p*-values of the entire genome-wide association study (GWAS) on a genomic scale. Single nucleotide variants (SNVs) analysed in detail (TP27777 and TP7874 at position chr3:97105906 and chr3:104107069, respectively) fall above the red horizontal line, which represents the threshold for genome-wide significance: −log_10_(5e−08).

On a molecular level, tyrosinase (TYR) is a key rate-limiting enzyme that catalyses the conversion of tyrosine into intermediate metabolites common to the pheomelanogenic and eumelanogenic pathways; mutations in TYR lead to albinism [12]. Other significant factors central to melanogenesis include the G-protein-coupled melanocortin 1-receptor (MC1R). If MC1R is bound by alpha-melanocyte stimulating hormone (α-MSH), intracellular cAMP accumulates inside the cell, and eumelanin is produced. In contrast, if agouti signalling protein (ASIP) is present, it will antagonize α-MSH and bind MC1R, reducing intracellular cAMP accumulation and switching eumelanin production to pheomelanin [13]. Variants that reduce the expression of *ASIP*, or result in a non-functional ASIP protein, lead to increased eumelanin production. Examples of this include donkeys displaying the ‘no light points’ phenotype [14] and black-coat alpacas [15,16]. In contrast, aberrant expression of *ASIP* can lead to a loss of energy homeostasis resulting in obesity and signatures of increased pheomelanin in mice (yellow fur [3,17]) and a rare case in humans (red hair colour, pale skin and freckles [18]).

While the molecular details of fur and hair pigmentation are becoming clearer, almost all work to date has focused on eutherian, or ‘placental’ mammals. Eutherians are a mammalian clade found worldwide that reproduce with a relatively long gestation. In contrast, marsupials are found only in Australasia and the Americas, and feature development that is characterized by short gestation and relatively extended lactation [19]. While marsupials vary greatly in terms of both fur pigmentation and pattern, they are considered to follow ecogeographic and evolutionary rules and biological trends for fur trait variation like eutherian mammals [20]. Despite this, marsupials are largely unstudied from the perspective of fur genetics. The Virginia opossum (*Didelphis virginiana*) displays differential pigmentation (although more mottled pigmentation as opposed to a full black colour morph, for example) [21], and transcriptomic analysis found genes with melanocytic and immune functions to be associated with this mottled variation [22]. Targeted disruption of the TYR gene in *Monodelphis domestica* (opossum) resulted in albino offspring that carried genome-edited alleles [23], suggesting the importance of TYR in influencing skin and fibre colour in marsupials is similar to that of eutherian mammals. Nevertheless, other parts of the melanogenic pathway are yet to be explored and tested.

To address this, we studied the common brushtail possum (*Trichosurus vulpecula*), a marsupial species that naturally occurs in two pigmentation types—black and an agouti form that appears grey (figure 1*b*; electronic supplementary material, movie S1). Black possums predominate in lutruwita Tasmania (subspecies *T. vulpecula fuliginosus*) where they are locally known as timita in the palawa kani language, while grey possums are dispersed throughout the rest of their native distribution in mainland Australia (subspecies *T. vulpecula vulpecula*) [24,25]. There are many Indigenous Aboriginal names for possums in mainland Australia including walert in the Woiwurrung language in Victoria, and wilay in Wiradjuri language in New South Wales. In addition to acting as a model for other marsupials, understanding possum coat colour genetics is important considering the significance possums, and their fur, has for humans. Possums are significant for being both the most widespread marsupial in Australia [24,25], and given their ability to live and thrive in urban environments, they are also the native mammal most likely to come into human contact. For Indigenous Australians, possums and possum skins represent a cultural treasure, with possum skin cloaks used in southeastern Australia to convey stories of clan and country through decoration and etchings. Moreover, possum skin cloaks have a significant practical value historically by providing warmth [26]. The pelage of possum is soft, yet thick and woolly, and made up of many very fine, medullated fibres that trap air and add to its strong insulation properties [27]. Indeed, following the arrival of European settlers in Australia, possums were quickly exploited for clothing and rugs, becoming one of the most heavily traded furs globally by the late nineteenth century [28]. The demand for possum skins was so great that they were introduced into Aotearoa New Zealand in the 1850s to establish a new industry, with hundreds of separate introductions across the country [29]. With no natural predators, possums become an invasive pest, disrupting forest ecology through browsing plants [30,31] and opportunistic predation of native birds and invertebrates [32–34]. The majority of early importation into New Zealand was the larger, black possums from Tasmania and grey possums from Victoria [29]. Possums from these different source populations have hybridized in New Zealand; however, they are still dominated by grey and black individuals, with fewer than expected displaying intermediate fur colour, suggesting coat colour is a discontinuous trait for possums [35–37].

We recently sequenced the genome of the New Zealand brushtail possum [38], providing a platform to associate genetic variation with different traits, such as pigmentation, in this model marsupial species. We undertook genome-wide association and fine-mapping studies to identify the *ASIP* gene as the major determinant of fur colour within possums. Comparative analyses of *ASIP* in marsupials revealed novel coat colour regulation in dasyurid marsupials, a finding that we discuss alongside the potential implications of coat colour selection in hybridizing New Zealand possum populations.

## 2. Material and methods

### 2.1. Sample collection, phenotyping and metadata

Tissue samples were sourced from freshly deceased possums killed as part of pest-control programmes, and therefore did not require animal ethics oversight according to guidelines issued by the National Animal Ethics Advisory Committee [39]. The samples from Taranaki possums were initially collected as part of a landscape genomics project to assess the reinvasion rates into areas where there is an ongoing programme to eliminate the possum population [40]. Whole heads were collected and stored separately in ziplock bags and frozen. Phenotyping for coat colour was performed on the heads rather than whole bodies. Only those with clear unambiguous phenotypes were retained for genome-wide association study (GWAS; see below). For all other samples, the coat colour of the whole animal was phenotyped prior to tissue collection [38]. Tissue samples (ear or liver) were submerged in tubes filled with ethanol or RNA*later* (Invitrogen, AM7020) according to the manufacturers’ protocol. Details of sample usage in the present study are provided in table 1.

**Table 1.** Details of samples and their use in the present study.

population/sample name	number of samples	data usage	data type	references
Taranaki	215—total 187—GWAS	variant identification	GBS	Veale & Etherington [40]
Sandy assembly	1	variant identification	WGS data	Bond *et al.* [38]
Tasmanian assembly	1	variant identification	WGS data	Bond *et al.* [38]
Lawrence	47	variant screening	amplicon	Bond *et al.* [38]
Dunedin	42	variant screening	amplicon	Bond *et al.* [38]
Dunedin—skin transcriptome	6	gene expression, transcript assembly, variant screening	RNA-sequencing	this study

GBS, genotype by sequencing; GWAS, genome-wide association study; WGS, whole genome sequence.

### 2.2. DNA extractions for genotype by sequencing analysis

DNA was extracted from ear tissue (approx. 5 mm punch; approx. lentil-sized) using the DNeasy Blood and Tissue Kit (69504; QIAGEN, Hilden, Germany) on a QiaCube, with an overnight digest using proteinase K according to the manufacturer’s protocols. DNA was eluted into 200 μl of Buffer AE and stored at −20°C. The quality and quantity of the DNA were evaluated using a DeNovix DS-11 series nucleic acid spectrophotometer (DeNovix, Wilmington, DE, USA), examining the 260/230 and 260/280 ratios to determine if there was any contamination. Any sample that did not meet the criteria for purity (260/280 = 1.7−2.1, 260/230 = 1.9−2.2) or that did not have a concentration greater than 40 ng μl^−1^ was excluded and DNA extraction was repeated at least once.

### 2.3. Genotype by sequencing analysis

All DNA extractions were diluted to a uniform 50 ng μl^−1^ (with a concentration step using a SpeedVac for samples that had low concentration), and 1 μg of DNA of each sample was sent for GBS sequencing at Genomnz Animal Genomics Group (AgResearch, New Zealand). Procedures followed [41] after [42] with the following modifications: briefly, DNA was digested with PstI and MspI restriction enzymes (R0140L and R0106L: New England Biolabs, Ipswich, MA, USA)—these enzymes were chosen based on Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA) traces showing an even digestion pattern and no evidence of repeat sequences through the region of interest. Following ligation to barcoded adapters, the uniquely barcoded individuals were pooled into five multiplexed libraries of 94 samples. Libraries post-pooling were run through polymerase chain reaction (PCR) in multiples of four and pooled again before column clean-up, then each library was further purified and size selected (193–500 bp) using a BluePippin (2% DF Marker L; CDF2010; SAGE Science, Beverly, MA, USA). Each library was sequenced on a single lane of a single flow cell on a HiSeq2500 (Illumina, San Diego, CA, USA) using single-end reads, with 101 cycles in high-output mode (v4 chemistry). Quality checks and adapter removal followed [41]. Raw fastq files were quality checked using FastQC v. 0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Barcodes and adapters were removed using cutadapt [43], then a random 15 000 reads were checked for contamination using BLAST+ against the NT database (https://ftp.ncbi.nlm.nih.gov/blast/db/), with the following settings: blastn -query - -task blastn -num_threads 2 db nt -evalue 1.0e−10 -dust '20 64 1' -max_target_seqs 1 -outfmt '7 qseqid sseqid pident evalue staxids sscinames scomnames sskingdoms stitle. The second approach to check for contamination used kmers to provide a high-level overview of the sequence composition, as described in [44]. A reference-free catalogue of single nucleotide variant (SNV) loci was then generated following [41] and the general guidelines of [45]. Via their flanking sequences, SNVs were mapped onto the recently completed possum reference genome (GCF_011100635.1) [38] using bwa mem [46] with default settings. All of the following data filtering steps were then conducted using vcftools [47]. Once sex was determined for all samples, filtered datasets were created by removing the two sex chromosomes along with any SNVs not assigned to the nine autosomes, and further filtering was conducted with the following parameters: individuals with a lower average coverage per locus than two were removed; a maximum percentage missing data per locus of 70% (--max-missing 0.3) was allowed; minimum mean depth per locus (--min-meanDP 2); maximum mean depth per locus (--max-meanDP 40); Hardy–Weinberg filtering (--hwe 0.001); minor allele count (--mac10).

### 2.4. Genome-wide association study analysis of genotype by sequencing data

After filtering, 187 individuals were retained for the genome-wide association study (GWAS), with 134 grey possums and 53 black possums. A total of 9705 SNVs were retained across the autosomes for this analysis, with a total genotyping rate of 0.724086. Plink v. 1.9 [48] was used to conduct the GWAS analyses, following the methods of [49]. The results of the GWAS were visualized using the R package fastman [50].

### 2.5. RNA extractions

Total RNA was extracted from ear punch tissue samples (approx. 50 mg), which were stored in RNA*later*, using TRIzol Reagent (15596026; Invitrogen, Waltham, MA, USA) following the manufacturer’s guidelines. Any contaminating DNA was removed from the RNA samples using the Turbo DNA-*free* kit (AM1907; Invitrogen) according to the protocol. The quality and quantity of the RNA were evaluated using a DeNovix DS-11 series nucleic acid spectrophotometer, examining the 260/230 and 260/280 ratios. The concentration of DNase-treated RNA was determined using the Qubit RNA High Sensitivity Kit (Q32852; Invitrogen) with the Qubit Fluorometer. Metadata of samples used for RNA sequencing are given in electronic supplementary material, file S1.

### 2.6. Generation of RNA-sequencing libraries

Poly(A)-enriched, strand-specific RNA-sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina and NEBNext Poly(A) mRNA Magnetic Isolation Module (E7760L and E7490L; New England Biolabs) with the following modifications of the manufacturer’s protocol: the reaction volumes were reduced to half of the standard reaction volume with 250 ng of DNase-treated RNA was used as input; the NEBNext Adaptor was diluted 25-fold (0.6 μM); and the resulting libraries were amplified for 11 cycles with 0.4  μM indexed Truseq-type oligos for Illumina sequencing (electronic supplementary material, table S2). The final libraries were pooled in equimolar amounts and the pool was size selected (270–570 bp) using the BluePippin (2% DF Marker V2; BDF2010; SAGE Science). The size-selected pool was run on a NextSeq2000 with P2 100 cycle reagents (Illumina) to generate 120 bp single-end reads.

### 2.7. Analysis of RNA-sequencing libraries

Raw reads were trimmed using Trim Galore! (v. 0.6.10) to remove adapters and low-quality base calls (Phred score less than 20) (https://github.com/FelixKrueger/TrimGalore). Trimmed reads were mapped to the possum reference genome (GCF_011100635.1) using HISAT2 (v. 2.2.1) [51], with the following parameters: hisat2 -p 8 --dta --rna-strandness R. Mapped reads were visualized in IGV (v. 2.16.2) and SeqMonk (v. 1.48.1) (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Amplicon contamination from the opposing strand (introduced from a previous experiment using the same unique 8 bp index) was detected and removed using grep. Aligned RNA-sequencing reads were assembled using StringTie (v. 2.2.0) [52] with the following annotation-guided assembly parameters: stringtie -p 8 G --rf -A -C. The resulting StringTie-generated GTF files containing the assembled transcripts per sample were loaded into SeqMonk and visualized alongside the aligned RNA-sequencing reads. The Wiggle Pipeline within SeqMonk was then used to view the quantified density of reads mapping to the assembled transcripts. The abundance (transcripts per million, TPM) of each assembled transcript determined by StringTie was also assessed for each sample.

### 2.8. Genetic variation analysis

Whole genome sequencing analysis and SNV calling to identify heterozygous sites in both the reference assembly (Sandy) and Tasmanian assembly were described previously [38]. Mapped reads and variants sites were visualized in IGV (v. 2.16.2).

### 2.9. DNA extractions for amplicon sequencing

DNA was extracted from tissue (approx. 3  mm ear punches; equivalent to approx. half a lentil) using a modified Bio-On-Magnetic-Beads (BOMB) protocol that uses solid-phase reversible immobilization (SPRI) carboxyl-coated Sera-Mag Magnetic SpeedBeads (45152105050250, Cytiva, Buckinghamshire, UK) [53]. Tissue was lysed in 300 µl low SDS TNES buffer (100 mM Tris pH 8.0, 25 mM NaCl, 10 mM EDTA, 1% w/v SDS) with 5 µl Proteinase-K (20 mg ml^−1^) at 55°C overnight. Lysates (75 µl) were then mixed with 21 μl of ‘salty’ beads (Sera-Mag beads diluted in 5 M NaCl) before being placed on a neodymium magnetic rack until the solution was clarified (approx. 5 min). Next, 75 µl of the supernatant was transferred to a new tube containing 75 µl of ‘ethanol’ beads (Sera-Mag beads diluted in 100% ethanol), mixed by pipetting and placed at −20°C for no less than 1 h. Tubes were then placed back on the magnetic rack to clarify the solution, and the supernatant was discarded. The DNA, bound to the beads, was washed twice with 70% ethanol. Excess ethanol was removed, and beads were air-dried before resuspending the beads and eluting in nuclease-free water. DNA concentrations were measured using the Qubit DNA high sensitivity dsDNA Kit and Qubit Fluorometer. The metadata of samples used for amplicon analysis is given in electronic supplementary material, file S2.

### 2.10. Amplicon sequencing

A dual-indexing, four-primer PCR-based assay was used for amplicon sequencing, as described in [38]. Both the first and second rounds of PCR amplification were performed using Phusion High-Fidelity DNA Polymerase (M0530L; New England Biolabs) according to the manufacturer’s protocol. For the first round of amplification, approximately 10−25  ng of DNA was used in the following PCR mix: 1× HF Buffer with 1.5 mM MgCl_2_, 0.2 mM of each dNTP, 0.5 µM of each primer and 0.02 U µl^−1^ units of Phusion, with the following PCR cycling conditions: 98°C for 3 min; 27 cycles of 98°C for 10 s, 62°C for 20 s, and 72°C for 15 s; 72°C for 2 min. The PCR reaction was cleaned up and size selected using 0.9× SPRI beads diluted in standard PEG buffer (18% w/v polyethylene glycol 8000 (PEG), 1 M NaCl, 10 mM Tris (pH 8.0), 1  mM EDTA, 0.05% v/v Tween-20) [53]. The DNA was eluted in 10  µl nuclease-free water, and 2  µl was used as a template in a second round of PCR amplification (using the same PCR conditions as described above) with 0.2  µM of each second step primer (indexed Truseq-type oligos for Illumina sequencing). PCR cycling parameters for the second step PCR were 98°C for 3 min; 5 cycles of 98°C for 10 s, 62°C for 20 s and 72°C for 15 s; 72°C for 2 min. The final libraries were pooled in equimolar amounts, cleaned up and size selected using 0.9× SPRI beads diluted in standard PEG buffer and sequenced on the iSeq100 (Illumina) to generate 150  bp paired-end reads. All primers used for amplicon sequencing are given in electronic supplementary material, table S2.

### 2.11. Amplicon sequencing analysis

Sequencing reads were imported into Geneious v. 2022.2.2 and trimmed using the BBDuk plugin. Trimmed reads were aligned to an ‘*in silico*’ PCR product, which corresponds to the sequence extracted from the possum reference genome (GCF_011100635.1; chr3:100483628–100483799; see electronic supplementary material, table S2 for corresponding primer sequences). The ‘Find Variations/SNPs’ feature within Geneious was used to determine the nucleotide sequence(s) at the variant site of interest, with a minimum variant frequency of 0.2. The coverage (total number of reads), reference read count and variant read count was extracted for each amplicon and used to plot the variant frequency for each sample (electronic supplementary material, file S2).

### 2.12. Protein and coding sequence alignments

ASIP protein sequences of various mammalian species were extracted from the National Center for Biotechnology Information (NCBI) and imported into Geneious v. 2022.2.2 (http://www.geneious.com) (electronic supplementary material, file S3). The ‘Pairwise/Multiple Align’ function in Geneious was used to align the protein sequences with a MUSCLE alignment and default parameters. The coding sequences of these proteins were also extracted from NCBI and imported into Geneious v. 2022.2.2 (electronic supplementary material, file S3). To identify the *ASIP* genes in the genomes of various Dasyuromorphia species, the yellow-footed antechinus ASIP protein sequence (or domains within this sequence) was used for tblastn searches of the respective genome assemblies (electronic supplementary material, file S3). The sequences of the resulting hits were imported into Geneious v. 2022.2.2, and the open-reading frame of the identified coding exons was checked and translated into protein. The ‘Pairwise/Multiple Align’ function in Geneious was used to perform a second alignment with all protein sequences using the MUSCLE alignment with default parameters (electronic supplementary material, figure S3). The resulting alignment was used to generate a neighbour-joining tree with the Geneious Tree Builder, rooted to the eutherian mammal clade as the outgroup. Bootstrap resampling was performed 1000 times.

## 3. Results

### 3.1. Genome-wide association identifies a conserved coat colour gene in possum

In northern Taranaki in New Zealand, possums have mixed coat colour phenotypes, with no observable spatial patterns in coat colour. Of a sample of 215 possums that could be phenotyped, 67% were grey, 27% were black and 6% were brown. To identify genetic variants associated with coat colour in possum, genotyping by sequencing (GBS) data was used as input into a genome-wide association study (GWAS). The GWAS was performed on coat colour (grey versus black) retaining only those individuals where the phenotype was unambiguous (*n* = 187). After filtering, 9705 SNVs were retained, and the GWAS identified two SNVs (TP27777 and TP7874) on chromosome 3 (NC_050575.1) at position 97105906 and 104107069, respectively, with high association levels with this phenotype (figure 1*c*). Seventy-nine annotated genes reside within the 7 Mbp region between the two coat colour-associated SNVs (electronic supplementary material, table S1), including the locus encoding ASIP (chr3: 100479698 – 100483755 ; XP_036604605.1), a known determinant of coat colour in eutherian mammals [3–5,10].

### 3.2. The possum *ASIP* gene

Both the temporal and spatial distribution of *ASIP* transcripts (including the variable non-coding exon 1 upstream of the coding sequence) are known to control coat colour in different mammals, such as mice, dogs, rabbits and goats [6,54–56]. To characterize the possum *ASIP* gene, as well as its expression, we undertook RNA-sequencing from ear punch skin tissue of grey (*n* = 3) and black (*n* = 3) possums from Dunedin, New Zealand. In addition to the NCBI pipeline annotated transcript, we identified two alternative transcripts that each included an untranslated exon 1 (of variable length), separated from coding exons 2–4 by a large intron (46.02 and 44.65 kb, respectively) (figure 2*a*; electronic supplementary material, file S1). 

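Poly(A)-enriched, strand-specific libraries were made from the ear punch skin of 6 adult female brushtail possums, 3 with grey and 3 with black fur, starting from 250 ng of RNA with 11 cycles of amplification, and were sequenced as 120 bp single-end reads. The authors trimmed the reads with Trim Galore, mapped them to the possum reference genome with HISAT2, removed reads of a contaminating amplicon and assembled transcripts in each library separately with StringTie. Their files list the exons of each assembled transcript with its coverage, FPKM and TPM, measures of abundance scaled to transcript length and library size. The ratio of coverage to FPKM gives the aligned bases of each library. These came to 4.17, 8.37 and 10.2 gigabases in the grey possums and to 7.58, 8.51 and 6.47 gigabases in the black possums. The shallowest library, grey replicate 1, held 37988 transcripts and the deepest, grey replicate 3, held 51201. Transcripts were assigned to RefSeq genes of the same assembly, for which only the span of each gene was available. Exons and strand of a gene were inferred from assembled transcripts that matched its span. Each transcript was then assigned by overlap with these exons on the same strand. The TPM of a gene is the sum over its transcripts. Between 81.0% and 88.8% of TPM fell in RefSeq genes. A gene with no assembled transcript is listed at 0, which can mean too few reads for an assembly. The possums were compared by coat colour with limma on log2(TPM + 1) for the 15553 genes with a mean of at least 1 TPM, and with exact 2-sided permutation tests for ASIP, which cannot give a p below 0.1 with 3 possums against 3.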

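The assembled transcripts of ASIP lie on the forward strand of chromosome 3 and have alternative first exons that join the same coding exons. In transcript variant 1, exon 1 ended at position 100433667 and was followed by an intron of 46020 nt (46.02 kb). In transcript variant 2, exon 1 ended at position 100435039 and the intron measured 44648 nt (44.65 kb). The first exon of variant 1 was 30 to 36 nt long and that of variant 2 was 95 to 279 nt long, in both cases with a fixed end and a start that differed between libraries. Both variants were spliced to exon 2 (100479688 to 100479857) and continued, where assembled in full, through exon 3 (100481081 to 100481142) to exon 4, which began at 100483585 and reached 100484733 in black replicate 1. The NCBI annotation ends at 100483755, so the assembled exon 4 extends past it. Exon 4 contains positions 100483705 and 100483743, the coding variants studied in the paper. A further form in black replicate 2 had exon 2 ending at 100479856 and exon 3 starting at 100481077. In black replicate 3, a separate transcript joined a segment from 100481614 to 100481767 to exon 4.
The coverage of exon 4 relative to the mean of exons 2 and 3, where assembled, was 0.19 in grey replicate 1 and −0.67 in grey replicate 2 on the log2 scale. It was −0.64, −0.36 and 0.30 in black replicates 1, 2 and 3, and exon 4 was not assembled in grey replicate 3. The coat colours differed by 0.0098 (exact 2-sided permutation test, p = 0.80, 2 grey against 3 black libraries). The sign of this difference turned with variants 1 and 2 only (−0.69), without grey replicate 2 (−0.42) and without black replicate 3 (−0.26). With variants 1 and 2 only, grey replicate 1 is compared with black replicates 1 and 2. Without grey replicate 2, grey replicate 1 is the only grey library. The first exon of variant 1 rested on 30 bases of coverage in grey replicate 1, 37 in black replicate 1 and 80 in black replicate 2. Its mean coverage was 1, 1.23 and 2.22 over 30, 30 and 36 nt. The exon is shorter than a 120 bp read, so these bases do not give the number of reads.

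**Figure D1:**
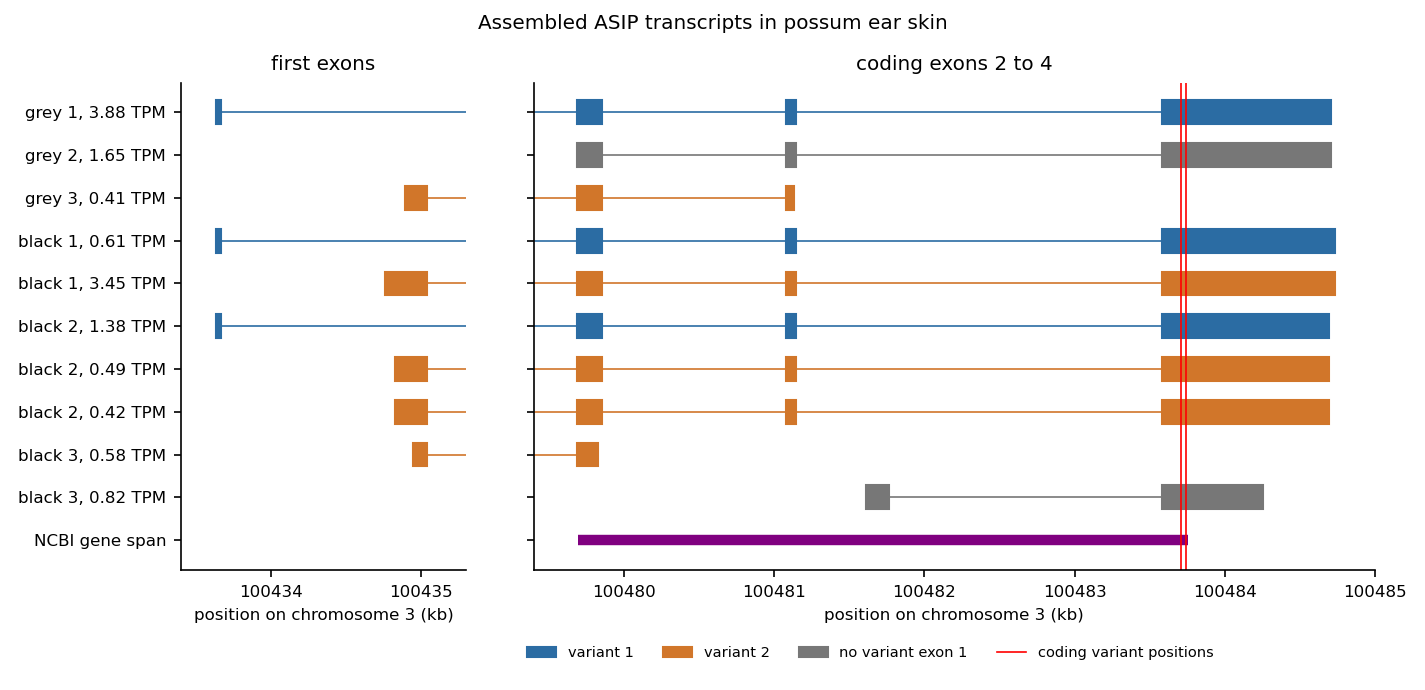
Exons (boxes) and introns (lines) of each assembled ASIP transcript, 1 transcript to a line with its library and TPM, by position on chromosome 3 in kb; the intron between the panels is left out. First exons end at 100433667 in variant 1 (blue) and 100435039 in variant 2 (orange), and grey boxes are transcripts with neither first exon.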

Interestingly, both transcript variants were found in skin tissue from grey and black-furred possums (electronic supplementary material, figure S1 and file S1), and no clear pattern of expression could explain coat colour. Furthermore, variation in transcript levels was highly variable between individuals of the same coat colour (electronic supplementary material, figure S1). This is consistent with transcriptomic analysis of skin pigmentation variation in the Virginia opossum, where *ASIP* expression was not found to be differentially expressed between pigmented and non-pigmented animals [22].

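ASIP encodes the agouti signalling protein, which antagonises α-MSH at MC1R, and its transcripts were assembled at low levels in all 6 libraries. The gene total was 3.88, 1.65 and 0.41 TPM in the 3 grey possums and 4.05, 2.28 and 1.39 TPM in the 3 black possums. The mean was 1.98 ± 1.76 TPM (SD, n = 3) in grey skin and 2.58 ± 1.35 TPM (SD, n = 3) in black skin. The black minus grey difference of 0.60 TPM was smaller than the SD of either colour. An exact 2-sided permutation test of this difference gave p = 0.70. Variant 1 was assembled in 1 grey and 2 black libraries, at 3.88 TPM in grey replicate 1, 0.61 TPM in black replicate 1 and 1.38 TPM in black replicate 2 (exact permutation test, p = 1). Variant 2 was assembled in 1 grey library, at 0.41 TPM in grey replicate 3, and in all 3 black libraries, at 3.45, 0.90 and 0.58 TPM. For variant 2 in TPM, each black library was above each grey library (exact permutation test, p = 0.1). That is the smallest p that 3 possums against 3 allow. The separation was lost in bases of coverage per aligned gigabase, a scale chosen after seeing the data. There grey replicate 3 had 79.2 and black replicate 3 had 69.8 (exact permutation test, p = 0.2). That scale is not divided by transcript length, and the assembled lengths were 367 nt in grey replicate 3 and 235 nt in black replicate 3. In grey replicate 2 only the coding exons were assembled, at 1.65 TPM, with no first exon of either variant. The variant of that transcript is unknown, and its level was above that of variant 2 in black replicates 2 and 3. The separation of variant 2 in TPM thus depends on listing grey replicate 2 at 0. Black replicates 1 and 2 contained both variants.
The first exon of variant 2 was covered by 137 bases over 147 nt in grey replicate 3 (mean coverage 0.93). It was covered by 95 bases over 95 nt in black replicate 3 (mean coverage 1). A variant at so low a level can be missed, and one listed at 0 is not shown to be absent. In black replicate 1 the same exon had 885 bases of coverage. The black minus grey difference of the gene total turned from 0.60 TPM to −0.19 TPM without grey replicate 3 and −0.14 TPM without black replicate 1, that of variant 1 from −0.63 TPM to 0.66 TPM without grey replicate 1, and that of variant 2 fell to 0.60 TPM from 1.50 TPM without black replicate 1. The paper states that both variants were present in skin of both colours and that it saw no clear expression pattern that could explain colour.

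**Figure D2:**
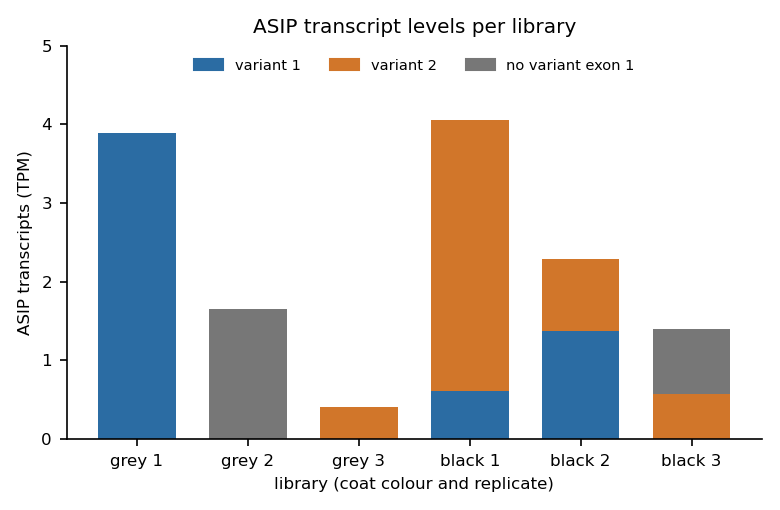
TPM of ASIP transcripts in each library (bars from 0, 1 bar per possum, no error bars), divided into variant 1 (blue), variant 2 (orange) and transcripts with neither first exon (grey). The totals run from 0.41 TPM in grey replicate 3 to 4.05 TPM in black replicate 1, and variant 2 appears in 1 grey and 3 black libraries.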

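Among the grey possums the highest ASIP total was 9.43 times the lowest, and among the black possums it was 2.91 times the lowest. The lowest totals were those of replicate 3 in each colour, at 0.41 TPM in grey and 1.39 TPM in black. The next lowest were 1.65 TPM in grey replicate 2 and 2.28 TPM in black replicate 2, so each ratio depends on replicate 3. The assembled ASIP transcripts corresponded to 96.4, 76.8 and 6.75 reads of 120 bp in grey replicates 1, 2 and 3, and to 209, 124 and 22.5 reads in black replicates 1, 2 and 3. The low total of grey replicate 3 came from the library with the most aligned bases. The SD of ASIP within coat colours was 0.74 on the log2(TPM + 1) scale (n = 3 possums per colour). It was larger than that of 79.8% of the 500 genes nearest to ASIP in mean level, whose median SD was 0.45. That percentile was 68.8% without grey replicate 1 and 68.6% without grey replicate 3.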

**Figure 2.**
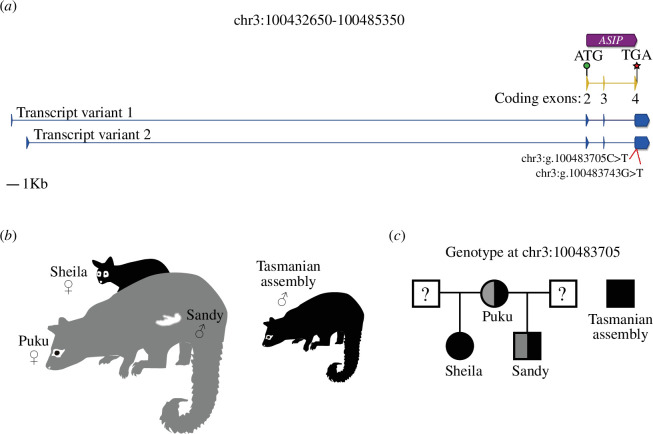
Characterization and identification of genetic variation of the *ASIP* gene in possum. (*a*) Schematic representation of the *ASIP* gene in possum (chr3:100432650–100485350 from reference genome assembly: GCF_011100635.1). The NCBI pipeline annotation of *ASIP* in possum (chr3: 100479698 – 100483755) is represented by the purple box, with the arrowhead depicting the direction of the gene. The coding sequence of the NCBI pipeline annotated *ASIP* transcript is in yellow and the assembled *ASIP* transcripts from RNA-sequencing libraries of possum skin are in blue. Exons are represented by vertical boxes (the arrowhead depicts the direction) and introns as horizontal lines. The name of each NCBI-annotated coding exon is given under each exon. The start of translation (ATG codon) is represented by a green circle and the termination codon (TGA) is represented by a red star. Genomic coordinates of the NCBI-annotated and RNA-sequencing assembled exons are presented in electronic supplementary material, file S1. The position of the two genetic variants found in exon 4 is represented by red lines. (*b*) Schematic representation of coat colour phenotype for Sandy (male pouch young; colour unknown as fur had not yet developed), Puku (Sandy’s mother, grey), Sheila (Sandy’s half-sister, black) and the Tasmanian assembly individual (black). (*c*) Pedigree showing the genotype at position chr3:100483705 for individuals presented in (*b*). The coat colours of Sandy’s and Sheila’s fathers are unknown (?).

### 3.3. Identification of variants in the possum *ASIP* gene

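In the limma comparison of black with grey skin, ASIP had a log2 fold change of 0.37 (standard error 0.53, adjusted p = 1.00 from limma). Its 95% confidence interval reached from −0.88 to 1.62. RefSeq places 100 genes, 86 of them protein coding, wholly or partly between positions 97105906 and 104107069 of chromosome 3, the SNVs linked to coat colour. Of the 73 of these genes that were tested, 0 passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. This was PXMP4, which encodes a peroxisomal membrane protein, at 26.7 ± 5.75 TPM (SD, n = 3) in grey and 16.8 ± 3.86 TPM (SD, n = 3) in black skin, with a log2 fold change of −0.64 (standard error 0.23, unadjusted p = 0.029, adjusted p = 1.00 from limma). CLK4, a kinase of splicing factors, was next, at 9.81 TPM in grey and 5.88 TPM in black skin. TP53INP2, a regulator of autophagy, had means of 9.39 TPM in grey and 13.9 TPM in black skin, and the values of both genes overlapped between colours. LOC118844656 was listed at 10.7, 7.57 and 5.00 TPM in the grey libraries and at 6.26, 5.01 and 0 TPM in the black libraries. SLA2, an adaptor protein of T cells, was listed at 0 in grey replicate 1 and had 1.15 to 3.63 TPM in the other libraries.
In simulated libraries of this design, limma with adjustment over all genes recovered 57.3% of genes changed 4-fold and 0% of those changed 2-fold. A 2-fold change would thus be missed over all genes with 3 possums per colour. Changes between 2-fold and 4-fold, and adjustment over the list alone, were not simulated. The recovered shares were not divided by gene level, so they do not give the recovery for a gene as low as ASIP. With multi-exon transcripts only, a setting chosen after seeing the data, 2 genes of the interval were lower in black skin when adjusted over the list alone (LOC118844656, adjusted p = 0.0037, and SCAND1, adjusted p = 0.0089, both from limma). Both were then listed at 0 in the black libraries. Over all transcripts SCAND1 was at 38.4, 34.4 and 43.4 TPM in grey and at 41.3, 0 and 39.6 TPM in black libraries (adjusted p = 1.00 from limma), and with multi-exon transcripts neither gene passed over all genes (adjusted p = 0.17 and 0.41 from limma); SCAND1 was named after its values were seen.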

As *ASIP* gene regulation did not explain linkage to coat colour, we undertook fine mapping of *ASIP* variation by screening for heterozygous sites within the coding region of *ASIP*. We first used the possum reference genome (GCF_011100635.1) called ‘Sandy’ [38]*,* as this genome was sequenced to high depth (60.7× coverage), allowing confident SNV calling. Moreover, although the reference genome was derived from a pouch-young without fur or pigmentation, his mother ‘Puku’ had grey fur and his half-sister ‘Sheila’ had black fur, implying the reference may have been heterozygous for coat-colour variants (figure 2*b*) [35,36]. In addition, we also analysed the genome of a Tasmanian possum known to have had black fur [38]. A total of 27 single nucleotide variants and one 10 bp deletion were found in the *ASIP* locus of the reference genome (table 2). Of these variants, only two resided in the coding sequence of *ASIP*, specifically exon 4. The first variant, chr3:g.100483705C>T, results in a ASIP:p.Arg115Cys missense substitution, and the second variant, chr3:g.100483743G>T, results in a ASIP:p.Arg127Arg synonymous substitution. The black coat Tasmanian possum was homozygous T/T for both variants (table 2).

**Table 2.** Genetic variants identified at the *ASIP* locus in possum.

variant location on chromosome 3 (NC_050575.1) in reference assembly (GCF_011100635.1)	variant in reference assembly (Sandy)	variant in Tasmanian assembly	position in *ASIP* gene	CDS change	amino acid change
100479279	C/T	T/T	upstream of start codon	—	—
100479343	C/T	T/T	upstream of start codon	—	—
100479397	A/G	G/G	upstream of start codon	—	—
100479446	A/G	G/G	upstream of start codon	—	—
100479465–100479475	TTCTGTTTCC/T	T/T	upstream of start codon	—	—
100479484	T/C	C/C	upstream of start codon	—	—
100479541	G/A	A/A	upstream of start codon	—	—
100479865	G/A	A/A	intron 1	—	—
100479910	G/A	A/A	intron 1	—	—
100480015	C/T	T/T	intron 1	—	—
100480036	G/A	A/A	intron 1	—	—
100480108	G/A	A/A	intron 1	—	—
100480205	C/T	T/T	intron 1	—	—
100480262	C/T	T/T	intron 1	—	—
100480416	A/T	T/T	intron 1	—	—
100480640	T/C	C/C	intron 1	—	—
100480650	G/A	A/A	intron 1	—	—
100480771	A/C	C/C	intron 1	—	—
100480810	G/C	C/C	intron 1	—	—
100480819	C/T	T/T	intron 1	—	—
100480859	G/T	T/T	intron 1	—	—
100481586	C/T	T/T	intron 2	—	—
100481593	T/G	G/G	intron 2	—	—
100481599	G/A	A/A	intron 2	—	—
100481994	C/T	T/T	intron 2	—	—
100483705	C/T	T/T	exon 4	CGC > TGC	R > C
100483743	G/T	T/T	exon 4	CGG > CGT	R > R

CDS, coding sequence.

### 3.4. Association of the identified *ASIP* mutation in possum with black coat colour

We hypothesized that the chr3:g.100483705C>T variant, when in a homozygous T/T state, is responsible for the lack of functional ASIP, and results in black coat colour within the possum. Our RNA-sequencing data from the grey and black possums supported this hypothesis: grey-furred possums expressed either just the C allele or both the C and T allele, but black-furred possums only expressed the T allele (electronic supplementary material, figure S1).

To further test this linkage of chr3:g.100483705C>T with coat colour, we established an amplicon sequencing pipeline to genotype possums with a recorded coat colour phenotype for this genetic variant. We started our analysis by genotyping Sandy’s family, and as predicted for the recorded phenotypes, Puku (Sandy’s mother) was heterozygous C/T and Sheila (Sandy’s half-sister) was homozygous T/T, consistent with their grey and black fur, respectively (figure 2*b,c*). We then expanded our analysis to include diverse populations with greater numbers.

The first population was from Lawrence (Otago, New Zealand), where possum ears were collected for DNA and coat colour was phenotyped (figure 3*a*). There was a strong distinction in coat colour on the ears of these possums—animals phenotyped as grey had hallmarks of ‘agouti’ and golden (pheomelanin) fur, whereas the animals phenotyped as black lacked the presence of any ‘agouti’ fur. Amplicon sequencing of the variant at position chr3:100483705 revealed grey animals carried either one or two copies of the reference C allele, whereas the black animals carried two copies of the variant T allele (figure 3*b*). This result suggests the T allele, when inherited in an autosomal recessive manner, leads to the black coat colour of possums.

**Figure 3.**
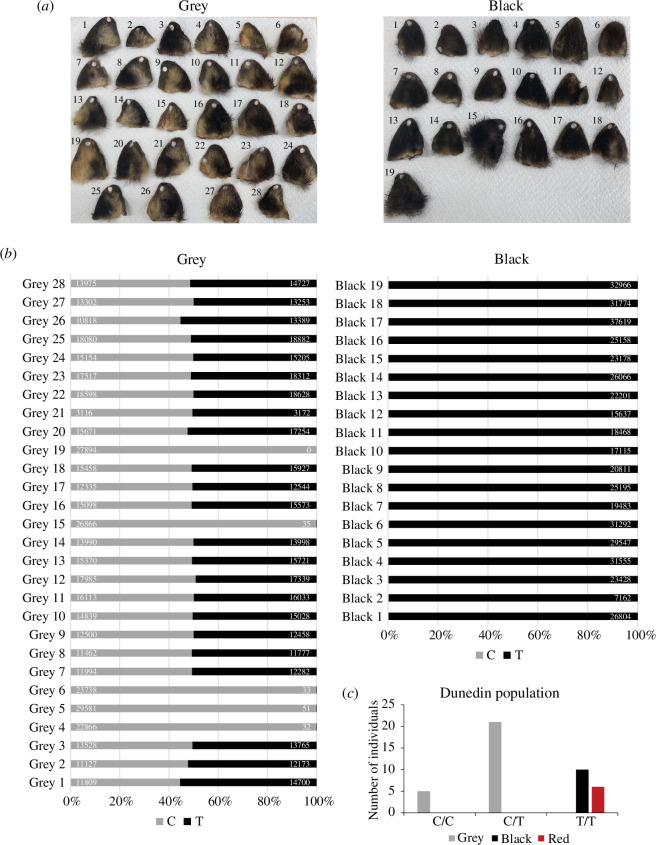
The chr3:g.100483705C>T variant is linked to black coat colour in possum. (*a*) Possum ears collected from grey (left) and black (right) animals around Lawrence (Otago, New Zealand). (*b*) Allele frequency at position chr3:100483705 in possums with grey (left) and black (right) fur (from *a*). The reference ‘C’ allele is grey, and the variant ‘T’ allele is black. Values represent the read number for the C allele (left) and the T allele (right) from the amplicon sequencing data for each sample. (*c*) The number of possums phenotyped as grey, black or red in the Dunedin population that were genotyped as homozygous C/C, heterozygous C/T or homozygous T/T at position chr3:100483705.

Consistent with the Lawrence population, black coat possums from around Dunedin (figure 3*c*) were the T/T genotype at position chr3:100483705. A small number of possums from Dunedin were phenotyped as being ‘red’ (electronic supplementary material, figure S2), and genotyping revealed these individuals were homozygous T/T at position chr3:100483705. This suggests ‘red’ fur is largely independent of the variation at *ASIP*, consistent with previous observations that deviations from ‘grey’ or ‘black’ are infrequent [35–37,57], and both colour morphs can display a rufous tinge [58], which may increase with age [37]. Although the T allele was at a higher frequency than the C allele in the Lawrence and Dunedin populations, the distribution of C/C, C/T and T/T genotypes were close to 1 : 2 : 1 and the populations did not deviate statistically from Hardy–Weinberg equilibrium (figure 3*b*,*c* and electronic supplementary material, file S2). Collectively this data unequivocally confirmed a homozygous C>T variant at position chr3:100483705, which leads to ASIP:p.Arg115Cys substitution, is the genotype of possums with black fur.

### 3.5. Comparative analysis of possum ASIP

To investigate whether the ASIP:p.Arg115Cys substitution was found more broadly across the mammalian tree of life, we aligned the possum reference and variant ASIP amino acid sequences against ASIP sequences of 14 mammals, including six marsupial species (figure 4*a*). As expected, high conservation was observed with all Cys residues within the C-terminal agouti domain being present in species with ‘agouti’ fur. Mutation of these Cys residues gives rise to dark coat colours in mice [59] and donkeys [14]. The Cys residues pair to form five disulphide bonds, which present the highly conserved ArgPhePhe (RFF) residues of the ASIP protein to direct interaction with melanocortin receptor proteins, such as MC1R [60]. The ASIP:p.Arg115Cys substitution identified in possum is within the RFF sequence, suggesting a substitution to CysPhePhe (CFF) could affect the interaction with MC1R and thus reduce or abolish pheomelanin production (figure 1*a*). Consistent with this, homozygous variants in alpaca (*Lama pacos*; ACY91947.1:p.Arg118His) and pampas cat (*Leopardus colocola*; ASIP:p.Arg120Cys), both of which correspond to possum ASIP:p.Arg115Cys, result in animals with black fur (figure 4*a*) [15,16,61]. An Arg to Cys substitution in the critical RFF loop creates an odd number of cysteine residues, which is predicted to interfere with the folding of the disulfide-rich agouti domain [61].

**Figure 4.**
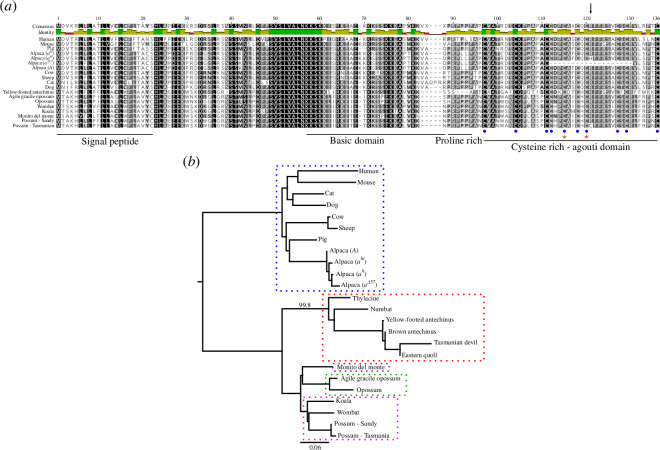
Comparative analysis of mammalian ASIP and differences in marsupials. (*a*) Protein alignment of ASIP from various eutherian and marsupial mammals. The amino acid similarity is depicted by colour: 100% similar (black); 80–100% (dark grey); 60–80% (light grey); less than 60% (white), which is summarized by the identity track: residues that are the same at the position of interest across all sequences are green, residues with 30% to under 100% identity are yellow, and sites with less than 30% identity are red. The locations of the signal peptide, basic domain, proline-rich domain and cysteine-rich agouti domain within ASIP are represented by horizontal lines. The position of the 10 cysteine residues within the agouti domain is represented by blue circles. Orange stars represent Cys residues, when mutated, give rise to black coat colours in mice (left) [59] and donkeys (right) [14]. The ASIP:p.Arg115Cys substitution identified in black fur possums (Possum—Tasmanian) is represented by the black vertical arrow. This corresponds to the same position as the ACY91947.1:p.Arg118His substitution of the alpaca *a^H^* allele [15,16]. Further details of the sequences used for the alignment are in electronic supplementary material, file S3. (*b*) Neighbour-joining phylogenetic tree reconstruction of ASIP in different marsupial orders, rooted to the eutherian mammal (Placentalia) clade as the outgroup (blue dotted box). The different marsupial orders represented include Dasyuromorphia (red dotted box); Didelphimorphia (green dotted box); Diprotodontia (pink dotted box) and Microbiotheria (purple dotted box). Sequence divergence is represented as the proportion of substitutions per site of the sequence alignment (scale bar). The protein alignment used to reconstruct the tree is in electronic supplementary material, figure S3 and details of the sequences used are in electronic supplementary material, file S3.

The protein alignment we performed also identified a difference in the ASIP protein from yellow-footed antechinus (*Antechinus flavipes*), a member of the Dasyuromorphia (carnivorous marsupials), compared with the other mammals, including the Diprotodontia, Didelphimorphia and Microbiotheria marsupial orders. Specifically, the yellow-footed antechinus ASIP protein lacked the proline-rich domain (figure 4*a*), which, in mice, is considered to contribute to melanocortin receptor affinity and selectivity [62]. To determine if this difference was unique to the yellow-footed antechinus or also present in other dasyurids, we performed a tblastn search of the Tasmanian devil (*Sarcophilus harrisii*; hereafter ‘devil’) genome and the scaffold-level genome assemblies of the eastern quoll (*Dasyurus viverrinus*), numbat (*Myrmecobius fasciatus*), brown antechinus (*Antechinus stuartii*) and thylacine (*Thylacinus cynocephalus*) using the yellow-footed antechinus ASIP protein. Upon extraction of dasyurid *ASIP* genes, we identified open-reading frames, translated these to protein sequence *in silico* (electronic supplementary material, file S3) and performed an alignment with the ASIP proteins presented in figure 4*a* (electronic supplementary material, figure S3) to produce a phylogenetic tree to model the evolutionary relationships (figure 4*b*). Dasyurid ASIP sequences clustered together and were separated at a striking distance from other marsupial lineages (figure 4*b*; 99.8% bootstrap support). They lack the proline-rich domain and additional differences were found in the cysteine-rich agouti domain, although the conserved Cys residues and RFF motif are maintained (electronic supplementary material, figure S3). Furthermore, we were unable to identify the first coding exon in the devil *ASIP* gene (electronic supplementary material, file S3 and figure S3), suggesting a lack of ASIP protein in this species could be responsible for their striking black coat colour.

## 4. Discussion

The fur of the brushtail possum, a model marsupial, comes in two main colour forms: grey and black (figures 1*b* and 3*a*; electronic supplementary material, movie S1). Genome-wide association of SNVs and coat colour directed us to the *ASIP* gene (figure 1*c*; electronic supplementary material, table S1), a known regulator of pigmentation in vertebrates [2]. RNA-sequencing of skin tissue from grey and black possums identified two alternative transcripts (figure 2*a*; electronic supplementary material, file S1), but the genetic linkage between coat colour and the *ASIP* locus was independent of *ASIP* transcriptional regulation. Further analysis of variation within the *ASIP* gene identified a C>T variant at position chr3:100483705, which results in an ASIP:p.Arg115Cys missense substitution (table 2). The substituted amino acid is part of the highly conserved RFF motif within the cysteine-rich agouti domain, and when mutated, for example, in alpaca and the pampas cat, results in the production of eumelanin-rich black fibres [15,16,61]. Genotyping of this variant within independent possum populations, using an amplicon sequencing pipeline, identified black animals only ever carry two copies of the variant T allele indicating an autosomal recessive mode of inheritance (figures 2*c* and 3). Like the a*^H^* and *ASIP^R120C^* alleles found in black alpaca [15,16] and the black-furred pampas cat [61], respectively, we predict black-furred possums produce an ASIP protein that fails to antagonize α-MSH binding to MC1R, thus preventing the switch from eumelanin production to pheomelanin [13].

Our genetic analysis of coat colour in the possum is the first to document the genetic determinants regulating differential pigmentation in a marsupial population. Marsupials are a diverse mammalian group, and while many are convergent in form to eutherian mammals, their adaptations to the niches they occupy offer a unique perspective on mammalian diversity [19]. Our comparative analysis of ASIP from different marsupial orders identified dasyurid ASIP sequences are more divergent in amino acid sequence, indicating ASIP may have accelerated evolution in this clade; something which is reflected in their striking coat colour variation.

For example, devils lack a full-length ASIP protein (electronic supplementary material, figure S3 and file S3), suggesting a lack of antagonistic ASIP function and therefore continued α-MSH binding to MC1R resulting in eumelanin production and the black pelage of this species (figure 1*a*). Eastern quolls come in two colour morphs—either fawn or black—both with 60–80 irregularly shaped white spots on the dorsal surface of their body [63]. Hartley *et al.* [64] recently compared the *ASIP* gene of the brown eastern quoll individual sequenced to various dasyurid species, including the devil. They identified the deletion within the devil *ASIP*; however, they did not test dark fur eastern quolls in their analysis. Fur colour variation of fat-tailed dunnart (*Sminthopsis crassicaudata*), a small mouse-like dasyurid that inhabits mainland Australia, has been studied in some detail using genetic studies. When dark fat-tailed dunnarts were bred with lighter fur isomorphs, offspring inherited the light ‘agouti’ phenotype, indicating that, as in possums, agouti is dominant to dark [65]. It will be interesting to explore the molecular details of *ASIP* regulation and function in coat colour variation in the fat-tailed dunnart, eastern quolls and other sympatric dasyurids, which commonly feature variations in pattern and colour [66].

A common habitat for Australian marsupials with black fur, including possums, devils and eastern quolls, is the island of Tasmania [24,63,67]. This raises the question of what the advantage of dark fur is, and why it may have been selected for in this location. One hypothesis involves crypsis (concealment), where melanistic animals can achieve better camouflage in darker environments, irrespective of whether they are predators or prey [1]. The devil is now the apex predator of Tasmania following the extinction of the thylacine in the mid-twentieth century. Current hypotheses suggest that thylacine preyed on juvenile devils [68], and perhaps the black coat of adult devils helped avoid their detection by the former apex predator [69]. Eastern quolls typically live separate from devils and display more vigilant behaviour in the presence of their larger competitor and potential predator [70], suggesting predation risk is a strong influence on habitat selection by eastern quolls [71]. By extension, this predation risk may also select for dark colour in eastern quolls sympatric with devils.

Black coat possums in Tasmania are found predominantly in high rainfall and heavily timbered country, with minimal diurnal temperature variation [58,72,73]. Gloger’s rule, which predicts animals and birds are darker in warmer and/or more humid habitats, with humidity having a greater influence [74], could explain this relationship [58], as has been documented for American marsupials [75]. The wet forest environment of Tasmania perhaps selected for dark fur possums leading them to gradually become the dominant colour morph in this habitat [76,77]. Conversely, possum is a prey species of the non-arboreal devil [78,79], indicating a further potential driver of black fur may be improved concealment from predators. In support of this as a significant selective force, introduction of the devil to Maria Island in 2012 to establish an insurance population, led to high possum mortality [80,81].

The distribution of coat-colour morphs in New Zealand appears largely to be a consequence of importation from Tasmania or mainland Australia [29,57]. Nevertheless, selection on possums with respect to climate may be an important determinant for the distribution of colour morphs in New Zealand. Although black possums from Tasmania were (perhaps by design) disproportionately released in colder, wetter regions, such as the west coast of the South Island [29], it has been observed that small, grey, mainland Australia-type possums tend to inhabit dry, warmer areas, and are less able to colonize cold areas with high rainfall such as the Southern Alps headwaters [37]. Coat colour may not be the driver of this—Tasmanian-derived (black fur) possums are larger, meaning they will do better than grey possums in the wet, colder environment of the west coast of the South Island, where increased body mass is advantageous during abstinence from feeding during frequent high rainfall [82,83], in accordance with Bergmann’s rule [84]. Furthermore, the smaller size of mainland (grey) possums in warmer, drier conditions, such as Whanganui on the west coast of the North Island (like warmer regions of Australia), confers advantages in water balance and heat dissipation [82]. Genomic analysis of ‘hybrid zones’ in New Zealand, where possums of both Tasmanian and mainland Australian heritage have been released and are apparently interbreeding without restriction [36,38], could be used to disentangle the contributions of body size and coat colour with respect to habitat preference. Indeed, a recent possum hybrid zone study found no link between mitochondrial ancestry and coat colour [36].

In summary, we show that a missense variant in the coding sequence and not a quantitative change in expression of the *ASIP* gene is the major determinant of coat colour morphs in the brushtail possum, an iconic Australian native species. On the basis of accelerated evolution in dasyurid marsupials, we predict that *ASIP* is not just significant for possums, but rather a fulcrum by which coat colour is modulated more broadly in marsupials.

## Data Availability

The RNA-sequencing data generated in this study has been deposited to the NCBI Gene Expression Omnibus (GEO) database under accession: GSE250237. The amplicon sequencing data generated in this study have been deposited to Dryad [85]. Supplementary material is available online [86].

How the deposited data were processed for this re-analysis (not part of the article)

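RNA-sequencing of ear punch skin from 6 adult female brushtail possums (3 grey, 3 black) gave 1 file of assembled transcripts per library. The authors trimmed reads with Trim Galore (version 0.6.10, Phred score below 20), mapped them with HISAT2 (version 2.2.1) to the possum reference assembly, removed reads of an amplicon that shared an index, and assembled transcripts in each library with StringTie (version 2.2.0) guided by an annotation, as given in the paper, the submitters' processing notes and the file headers. The deposited values are coverage per exon and coverage, FPKM and TPM per transcript; the TPM that the authors deposited sums to 998685 to 999357 per library. These are normalized values and not read counts, so no count model was used. The guide annotation named in the file headers holds identifiers from other species, and 85.8% to 90.1% of TPM (mean 88.9%) belonged to transcripts without such an identifier.

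Depth was taken as the aligned bases of each library, from the ratio of coverage to FPKM, and ranged from 4.17 to 10.2 gigabases. Values in reads are coverage divided by read length. Gene names came from the RefSeq gene table of the same assembly, which gives the span of each gene without its exons or strand. A deviation from the planned assignment was therefore needed: exons and strand of a gene were inferred from assembled transcripts that matched its span (overlap of at least 0.5 of the joint span, or at least 80% of a spliced transcript inside the gene, or 80% of the gene inside the transcript), and each transcript was then assigned to the gene on its strand with which its exons shared most bases. Of 274079 transcripts, 231898 were assigned, to 18024 genes, 16998 of them protein coding. ASIP was identified by the protein accession that the paper gives. Genes in near-identical copies can share reads, and neighbouring genes can be joined in one assembled transcript, so single-gene values of such genes are uncertain.

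Gene levels are sums of TPM over transcripts. Black and grey skin were compared with limma (version 3.58.1, in R version 4.3.3, lmFit and eBayes with a mean-variance trend) on log2(TPM + 1) for the 15553 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(TPM + 1) scale, which understates changes of low genes. Of 29 gene lists for skin cell types and pathways, 28 had at least 5 measured members and were tested with limma's camera (inter-gene correlation 0.01); the erythroid list had 0 and was not tested. ASIP totals and transcript variants were compared by exact 2-sided permutation of TPM over the 20 assignments of 6 libraries. Variants 1 and 2 were defined by the intron lengths in the paper. The spread of ASIP was set beside the 500 genes nearest in mean level. Tables and figures were made with Python (version 3.11.15) and matplotlib.

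The groups, tests, gene lists, named genes and most alternatives were fixed before the data were examined. Named genes were ASIP and the other pigmentation genes the paper names, the 10 genes higher and 10 lower in black skin with the largest change or smallest p among those whose groups did not overlap, 3 members of each list, all melanin and melanocortin genes, and the 5 genes of smallest p in the interval between the SNVs; only some of these are printed. Genes without a symbol took none of the places by change or p, so LOC118852226 was named after its values were seen, as were RPS15A, SCAND1 and LOC118841019. Alternatives were other pseudocounts, filters, scalings, variance models, set tests, a replicate block and leaving out each replicate. A fixed exon length per gene, multi-exon transcripts only, the use of replicates 2 and 3 alone and the scaling of ASIP to aligned bases were added after seeing the data.

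The fit was tested on simulated data for this comparison, drawn for the 15553 genes from the real means, spreads and depths, with 200 genes changed in each of 10 draws. The recovered share was 0% at 2-fold, 57.3% at 4-fold and 84.4% at 16-fold, with a mean of 0.2 false calls where 0 genes were changed, 8.2 at 4-fold and 12.1 at 16-fold. A list of 15 genes raised 2-fold was found by camera in 10 of 10 draws, and 0 of 200 unchanged lists were called. Genes were drawn independently of each other, so these list results do not show how often camera calls lists of correlated genes. The simulation covers sampling and animal spread, not errors of assembly. Alleles at the coding variants need reads and were not analysed here.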

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

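Each test of an explanation given here was chosen only after the result was seen, as were the settings with a fixed exon length and replicates 2 and 3 alone, while the comparisons, the other settings and the values without single libraries were planned. The paper discusses ASIP and not the genes below. Of 15553 genes, 2 were higher and 1 was lower in black than in grey skin at an adjusted p under 0.05 from limma. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, so an excess over chance could not be shown. The coat colours gave 3 genes, the highest other split gave 4, and 6 of the 10 splits gave at least 3. The number of genes thus did not set coat colour apart from the other splits. Without grey replicate 3, FAHD1 alone of the 3 genes still passed (adjusted p = 0.026 from limma). Without any other single library none of them did (adjusted p from 0.062 to 0.20). In the black libraries FAHD1 was listed at 12.3 to 13.4 TPM and SOX15 at 8.84 to 13.0 TPM, both against 0 in each grey library. LOC118852226 was at 52.4 to 55.3 TPM in grey and at 9.16 to 10.6 TPM in black libraries. No single library thus carried these differences, and the lost calls do not by themselves show smaller ones.

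FAHD1, a mitochondrial hydrolase, was listed at 0 in the grey libraries and at 12.9, 12.3 and 13.4 TPM in the black libraries (log2 fold change 3.79, adjusted p = 0.011 from limma). SOX15, a transcription factor, was listed at 0 in grey and at 8.84, 13.0 and 10.2 TPM in black skin. Its log2 fold change was 3.53 (adjusted p = 0.019 from limma). The fitted values of both genes depend on the pseudocount, and with a pseudocount of 0.1 SOX15 no longer passed (6.73, adjusted p = 0.068 from limma). With a mean of at least 5 TPM neither gene passed (adjusted p = 0.22 for SOX15 and 0.087 for FAHD1 from limma). Their log2 fold changes stayed at 3.53 and 3.79. In grey replicate 3 the middle exon of SOX15 (chromosome 7, 260860623 to 260861144) lay inside a transcript of the neighbouring gene FXR2. Grey replicates 1 and 2 had no coverage there. The FXR2 transcript had a coverage of 10.3 per aligned gigabase, against 4.24 to 7.04 for SOX15 transcripts in the black libraries. That coverage is assigned to FXR2, so it does not give the level of SOX15 in grey replicate 3. For FAHD1 the values argue against a joined transcript, since coverage on its strand was 0 in each grey library. Of 20 genes at 0 in 3 libraries and at 5 TPM or more in the others, 2 followed coat colour, against up to 3 for the other splits, so omission from an assembly whatever the colour may account for both genes, and a difference with coat colour stays open.

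LOC118852226 on chromosome 5 fell from 53.6 ± 1.56 TPM (SD, n = 3) in grey to 10.1 ± 0.84 TPM (SD, n = 3) in black skin (log2 fold change −2.30, adjusted p = 0.011 from limma). It is 1 of 9 single-exon genes whose transcripts the files name RPS15A, of which 8 were lower in each black than in each grey library. The spliced RPS15A gene had 2023 TPM in grey and 2893 TPM in black skin (log2 fold change 0.52, adjusted p = 1.00 from limma). The total coverage of RPS15A and the copies was 0.23 higher in black skin on the log2 scale (pooled SD 0.10; exact permutation test, p = 0.1, the smallest possible), which argues against a fall of the copies alone: per megabase aligned, RPS15A went from 418 to 599 bases of coverage and the copies from 151 to 67.1. Reads shared between RPS15A and near-identical copies, placed differently in the 2 coat colours, may account for the fall of the copies but not for the whole rise of RPS15A, and a variant linked to colour at one of these loci was not tested.

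Skeletal muscle genes were higher in black skin by a mean log2 difference of 2.10 (15 of 15 members, camera adjusted p = 2.6e-04, and adjusted p = 0.96 with an estimated correlation), and all 15 were highest in black replicate 1. Without that library 8 of the 15 members reached a mean of 1 TPM, their mean difference was −0.15 and the list did not pass (adjusted p = 0.49). A difference with coat colour in the other members was not tested in the other 5 libraries. Muscle in the punch of black replicate 1 may be the source: the muscle genes MYL1 and ACTA1, at 1262 and 844 TPM there, were at 1.26 to 2.56 TPM and 0.38 to 2.20 TPM in the other libraries.

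Macrophage and dendritic cell genes were higher in black skin by a mean log2 difference of 0.57 (13 of 13 members, camera adjusted p = 0.0024, and adjusted p = 0.96 with an estimated correlation; without black replicate 3, 0.14 with adjusted p = 0.90, and without grey replicate 3, 0.30 with adjusted p = 0.13). Interferon response genes were higher by 0.55 (11 of 13 members, camera adjusted p = 0.019, and adjusted p = 0.96 with an estimated correlation), with an adjusted p from 0.062 to 0.46 and a difference from 0.32 to 0.49 without each of grey replicates 2 and 3 and black replicates 1 and 2 (0.32 without grey replicate 3, which had 10 of the 13 members at their lowest, and 0.82 without grey replicate 1), 0.070 (0.49) with a mean of at least 5 TPM and 0.073 (0.47) with library weights. Nuclear genes of oxidative phosphorylation were higher by 0.14 (15 of 16 members, camera adjusted p = 0.028). The adjusted p was 0.16 to 0.44 without each of grey replicates 1 and 3 and black replicate 1, and 0.80 with replicates 2 and 3 alone. It was 0.053 with median-ratio scaling, 0.20 with quantile normalization and 0.21 with library weights, where the differences were 0.10, 0.073 and 0.093. It was 0.088 with the replicate block, where the difference stayed at 0.14, and 0.098 with a fixed exon length. Of the 16 members, 10 were highest in black replicate 1, where the skeletal muscle genes were also highest. The mean difference without that library was 0.078. None of the 7 lists called by camera passed with an estimated correlation (adjusted p = 0.96 for each) or with fry (adjusted p = 0.97 for each). As with the genes, 10 splits are too few to show an excess over chance. The coat colours gave 7 lists, the highest other split gave 13, and 9 of the 10 splits gave at least 7. The number of lists thus did not set coat colour apart either.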

How the results depend on the processing

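The settings with a fixed exon length, multi-exon transcripts only, replicates 2 and 3 alone and ASIP scaled to aligned bases were chosen after seeing the data, apart from multi-exon transcripts for the ASIP total, which was planned. Leaving out each library in turn moved the black minus grey difference of the ASIP total between −0.19 and 1.55 TPM. That of variant 1 moved between −1.28 and 0.66 TPM, and the limma log2 fold change of ASIP between −0.075 and 0.82. The percentile of the ASIP spread moved between 68.6% and 83.8%, and the exon 4 ratio between −0.42 and 0.44. With variants 1 and 2 only, the exon 4 ratio was −0.69, for grey replicate 1 against black replicates 1 and 2. The mean of variant 2 was higher in black skin under each alternative run, with an exact permutation p, 0.1 in TPM, of 0.2 when scaled to aligned bases, 0.2 without each single library and 0.25 with the replicate block, the latter 2 being the smallest that 2 against 3 libraries and 3 pairs allow; on that scale the p was 0.70 for the ASIP total and 1 for variant 1. No ASIP transcript carried a reference identifier, so that alternative gave no value for ASIP. The 3 genes past the threshold became 2 with a pseudocount of 0.1, 2 of them shared. They became 2 with multi-exon transcripts only, 1 of them shared. They became 1 with a mean of at least 5 TPM and 1 with a transcript in all 6 libraries, 1 being shared in each. The count was 0 with reference identifiers only, 0 with replicates 2 and 3 alone and 7 with a fixed exon length, 3 of them shared. Without single libraries 0 to 3 passed: 0 without grey replicate 1 or 2, and 1 without black replicate 1 or 3. Of the 3 genes, 1 was shared without grey replicate 3 and 0 without each other library. The 7 lists became 0 with an estimated correlation and 0 with fry. Without single libraries 5 to 10 passed. Of these, 3 of 9 were shared without grey replicate 3 and 6 of 10 without grey replicate 2. With replicates 2 and 3 alone 7 passed, of which 3 were shared. The interval between the SNVs gave 2 genes with multi-exon transcripts only and 0 under every other alternative run. The cause of these changes was not tested. Replicate numbers did not pair the samples (correlations of deviations −0.023, 0.019 and −0.055 for numbers 1, 2 and 3); with the replicate number as a block, 0 genes and 6 lists passed, and ASIP had a sign-flip p of 0.25, the smallest that 3 pairs allow.

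The mean log2 difference of melanocortin signalling genes, 0.0034, turned to −0.0051 in FPKM, −0.13 with a mean of at least 5 TPM, −0.030 with median-ratio scaling, −0.025 with quantile normalization, −0.056 with library weights and −0.098 with a fixed exon length, and ran from −0.14 to 0.14 without single libraries. Melanocyte identity turned to −0.015 with a mean of at least 5 TPM and −0.070 with a fixed exon length. Melanin synthesis ran from −0.040 to 0.45 without single libraries and was −0.0020 with replicates 2 and 3 alone, and skeletal muscle ran from −0.15 to 3.26 and was −0.20. Without single libraries, the log2 fold change ran from −0.072 to 0.86 for TYR, −0.40 to 0.82 for TYRP1 (−0.48 with replicates 2 and 3 alone) and −0.24 to 1.21 for DCT. DCTN5 turned to −0.40 with a fixed exon length. ASIP rested on 6.75 to 209 reads per library, which limits its precision.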

Differences from the paper's values

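The tests reported here were planned, except the scaling of ASIP to aligned bases, which was chosen after seeing the data. The paper describes no clear pattern of ASIP expression with coat colour. The gene total and variant 1 overlapped between colours here, with exact permutation p-values of 0.70 and 1. Variant 2 was at 0, 0 and 0.41 TPM in grey skin and at 3.45, 0.90 and 0.58 TPM in black skin. Each black library was thus above each grey library in TPM, at the smallest p that 3 against 3 allow (exact permutation test, p = 0.1). The 0 of grey replicate 2 is uncertain, since its ASIP transcript, at 1.65 TPM, had no assembled first exon. If that transcript were variant 2, it would exceed black replicates 2 and 3, and the separation would be lost. In bases of coverage per aligned gigabase this separation was lost, with 79.2 in grey replicate 3 and 69.8 in black replicate 3 (exact permutation test, p = 0.2), over assembled lengths of 367 and 235 nt. The intron lengths of 46.02 and 44.65 kb match the paper's. The paper counts fewer annotated genes between the SNVs than the 100 (86 protein coding) that overlap this interval in the RefSeq table used here, and its text does not name the rule for counting.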

Other observations

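Pigment genes varied between possums of both colours. The comparisons of one library with the others, the use of replicates 2 and 3 alone and the fixed exon length were chosen only after the results were seen. Of 14 measured genes of melanin synthesis, 0 passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05; camera gave an adjusted p of 0.68, and 0.026 in favour of black skin without grey replicate 2. TYR, the rate-limiting enzyme of melanin synthesis, was at 14.0 TPM in grey replicate 2 and 12.3 TPM in black replicate 3, and at 3.44 to 5.83 TPM in the other libraries. DCT, an enzyme of eumelanin synthesis, was at 65.5 and 61.7 TPM in the same libraries and at 9.77 to 18.4 TPM elsewhere. TYRP1 was also highest in these libraries (32.5 and 25.2 TPM), as were the melanosome genes PMEL (75.9 and 78.7 TPM) and MLANA (60.7 and 68.0 TPM). Of the 14 genes of melanin synthesis, 6 were highest in grey replicate 2 and 2 in black replicate 3. Of 20 genes of melanosome formation and transport, 1 and 5 were highest in these libraries, and 3 were lowest in each. The lists of melanosome formation and transport, melanocyte identity and melanocortin signalling had camera adjusted p-values of 0.53, 0.91 and 0.68, with 0 members past the threshold, over all genes or adjusted over the list alone, and 0, 2 and 0 at an unadjusted p under 0.05. The melanocortin mean was positive (0.0034) while camera gave the direction as lower. In the melanocyte identity list, SOX10, a transcription factor of melanocytes and Schwann cells, was at 9.88 ± 0.70 TPM (SD, n = 3) in grey and 6.61 ± 1.04 TPM (SD, n = 3) in black skin (log2 fold change −0.52, adjusted p = 1.00 from limma; lower in 3 of 3 black libraries than in each grey library). TRPM1, a cation channel of melanocytes, was listed at 0, 1.17 and 0.81 TPM in grey and at 2.51, 2.15 and 4.02 TPM in black skin (adjusted p = 1.00 from limma). No assembled transcript was assigned to a gene named MC1R or POMC. Of 274079 transcripts, 231898 were assigned to a gene, so transcripts of either gene may have been assembled without being assigned. At this depth, absence is not shown either.

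Marker genes of other skin components also differed between the ear punches. Whether the punches differed in tissue composition or in regulation within the same cells was not tested. In grey replicate 1, 11 of 12 genes of the hair shaft and inner root sheath were at their highest, among them KRT25 (687 TPM, against 2.85 to 16.3 TPM elsewhere) and TCHH (199 TPM, against 0 to 11.6 TPM), as were 14 of 16 cartilage genes. The hair list was lower in black skin (mean log2 difference −1.03, 12 of 12 members, camera adjusted p = 2.0e-05; without grey replicate 1 the mean difference was −0.35 with adjusted p = 0.048, and adjusted p was 0.38 with replicates 2 and 3 alone; 0.96 with an estimated correlation). Sebaceous gland genes were lower (mean log2 difference −0.41, 9 of 11 members, camera adjusted p = 7.5e-04; 0.96 with an estimated correlation), while 0 of its members passed in limma, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. These were SOAT1, a cholesterol acyltransferase, at 395 TPM in grey and 189 TPM in black skin, and KRT79, at 462 and 264 TPM with values that overlapped between colours (adjusted p = 1.00 from limma for both). The sebaceous difference was −0.27 without grey replicate 1 (adjusted p = 0.059), −0.66 without grey replicate 3 (adjusted p = 2.2e-06) and −0.25 with replicates 2 and 3 alone (adjusted p = 0.15). Adipocyte genes were lower (mean log2 difference −0.40, 6 of 6 members, camera adjusted p = 0.019; 0.12 without grey replicate 3 and 0.96 with an estimated correlation). In black replicate 3, 5 of the 6 adipocyte genes were at their lowest, and without it the mean difference was −0.087 (adjusted p = 0.90). The other lists tested, which camera did not call, had an adjusted p from 0.10 (cartilage) to 0.98 (basal keratinocyte). In black replicate 3 all 13 macrophage and dendritic cell genes were at their highest, among them CD74 (790 TPM, against 79.2 to 328 TPM) and MPEG1 (63.1 TPM, against 5.84 to 14.6 TPM). In the same library 17 of 25 cell cycle genes, 7 of 16 dermal fibroblast matrix genes and 6 of 9 lymphocyte genes were also at their highest. ISG15, an interferon-induced gene, was at 44.3 and 37.9 TPM in black replicates 1 and 2 and at 1.15 to 14.9 TPM in the other libraries. In grey replicate 3, 15 of 16 genes of the dermal fibroblast matrix were at their lowest. So were 8 of 13 macrophage and dendritic cell genes, 10 of 13 interferon response genes and 9 of 14 endothelium genes. In the same library 7 of 9 acute inflammation genes were at their highest.

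Of all 15553 genes, 353 had an unadjusted p under 0.05 in limma, against 471 to 1011 in the other splits of the libraries into 3 and 3, and 6.37% had groups that did not overlap, where chance gives 10%. Among genes with a symbol and non-overlapping groups that did not pass, DCTN5, a dynactin subunit, had the smallest p of those higher in black skin (12.9 ± 1.71 TPM in grey, 32.0 ± 3.78 TPM in black, SD, n = 3; adjusted p = 0.27 from limma), and its log2 fold change of 1.25 was −0.40 with a fixed exon length. C1H18orf21 (27.9 and 10.5 TPM, adjusted p = 0.39 from limma), CES4A (19.8 and 7.57 TPM, adjusted p = 1.00) and NUDT3 (39.3 and 17.1 TPM, adjusted p = 1.00) led those lower in black skin. In the long intron of ASIP, the gene LOC118841019 (100454234 to 100454425) was listed in all 6 libraries. It was at 0.64, 0.79 and 0.70 TPM in grey and at 1.27, 0.99 and 0.87 TPM in black skin. Each black library was above each grey library, where chance gives non-overlapping groups in 10% of genes.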
